# MicroRNA expression profiling of the fifth-instar posterior silk gland of *Bombyx mori*

**DOI:** 10.1186/1471-2164-15-410

**Published:** 2014-05-29

**Authors:** Jisheng Li, Yimei Cai, Lupeng Ye, Shaohua Wang, Jiaqian Che, Zhengying You, Jun Yu, Boxiong Zhong

**Keywords:** MicroRNA, Silkworm, Posterior silk gland, Target gene

## Abstract

**Background:**

The growth and development of the posterior silk gland and the biosynthesis of the silk core protein at the fifth larval instar stage of *Bombyx mori* are of paramount importance for silk production.

**Results:**

Here, aided by next-generation sequencing and microarry assay, we profile 1,229 microRNAs (miRNAs), including 728 novel miRNAs and 110 miRNA/miRNA* duplexes, of the posterior silk gland at the fifth larval instar. Target gene prediction yields 14,222 unique target genes from 1,195 miRNAs. Functional categorization classifies the targets into complex pathways that include both cellular and metabolic processes, especially protein synthesis and processing.

**Conclusion:**

The enrichment of target genes in the ribosome-related pathway indicates that miRNAs may directly regulate translation. Our findings pave a way for further functional elucidation of these miRNAs and their targets in silk production.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-410) contains supplementary material, which is available to authorized users.

## Background

The silkworm *Bombyx mori* is the most economically important holometabolous lepidopteran and has recently became an experimental model for molecular entomology [1, 2]. Its silk gland is the most efficient protein synthesis machine among all organisms, which makes silkworm a desirable model for studying its mechanism. As the largest and most important part of the silk gland, the posterior compartment is most attractive since it synthesizes the silk core protein that determines the quality of silk cocoons. A recent proteomic study, using two-dimensional gel electrophoresis (2-DE) coupled with matrix-assisted laser desorption/ionization–time-of-flight mass spectrometry (MALDI-TOF MS), has identified 93 major proteins in the silk gland, of which there are several phosphorylated fibroin L-chain and P25 isoforms [3]. The posterior silk gland of the fifth instar has been further surveyed systematically for the understanding of molecular basis and regulatory mechanism of the posterior silk gland development and fibroin synthesis [4]. A recent transcriptomic survey has revealed a total of 10,393 active genes differentially expressed in multiple silkworm tissues on the third day of the fifth-instar larva, of which 412 and 109 are up-regulated in the anterior-middle and the posterior silk glands, respectively [5]. These findings all provide basic data for studying the growth of the posterior silk gland and fibroin synthesis. However, microRNAs (miRNAs)-based study has not been done for the silk gland and its developing and functionally important compartments albeit justifiable for necessity [6–8].

As a large family of endogenous small non-coding RNAs, miRNAs are common regulatory RNAs of eukaryotic organisms and play important roles in a wide range of biological processes under physiological and pathological conditions [9–14]. Despite lack of empirical data, computational approaches have made initial contributions to miRNA study in *B. mori*[15–18], followed by next-generation sequencing efforts that profiled miRNAs for different developmental stages and tissues [19–22]. Nevertheless, specifically focused study is still necessary since the expression of miRNAs is largely temporal-spatial [22–25].

Here, we report our miRNA profiling of the fifth-instar posterior silk gland, using next-generation sequencing and microarray technologies. We show that 728 out of 1,229 miRNAs are novel and 430 of the total are identified in the third day of the posterior silk gland development. Our GO (Gene Ontology)-based pathway assignment provides the first comprehensive categorization of *B. mori* miRNAs in the posterior silk gland.

## Results and discussion

### Next-generation sequencing and data processing

Rapid growth of the silk gland occurs at the fifth instar stage, and the gland is comprised of three distinct compartments: the anterior, the middle, and the posterior glands (Figure 1). Compared with the other two parts, the anterior gland, albeit smaller, serves as a duct to transport (spinning) silk proteins that form the cocoon. The middle gland produces considerable quantities of sericins and the longest posterior gland grows rapidly, synthesizing a series of proteins including fibroin heavy and light chains plus fibroin P25 by exclusively ~500 posterior gland cells of the fifth instar larva. As far as the biosynthesis of fibroin is concerned, the fifth instar stage can also be partitioned into two periods: the rapid formation and the massive secretion [26]. The third day of the fifth instar (V3) completes a division during larval development and rapid cell growth occurs at this period of time. Based on data from genome-scale expression profiling of the posterior silk gland, it has been concluded that gene expression profile from the fourth instar molting to the fifth instar day 8 before spinning forms two clusters that is divided at V3 from the fourth molting to wandering periods [4]. A large amount of genes encoding the fibroin light chain, fibrohexamerin P25, transcription factors, structural proteins, glucose and other sugar transporters and proteins that aid in hormone signal transduction are up-regulated in the posterior silk gland from V1 to V5, and are slightly down-regulated at the wandering stage [4, 5]. Therefore, changes of gene expression at the fifth instar may be responsible for growth and development of the posterior silk gland, especially various miRNAs that play regulatory roles in post-transcriptional control [27].

**Figure 1:**
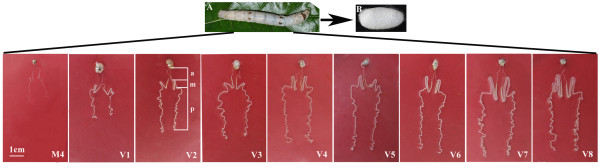
**The silk gland from the fourth molting to the fifth instar day 8.** The fifth-instar silkworm larvae **(A)** and cocoon **(B)**. M4 to V8 represent nine consecutive days of the silk glands developmental stages from the fourth molting larva to the fifth-instar larvae (V1 to V8). a, the anterior silk gland; m, the region of the middle silk gland; and p, the posterior silk gland.

The raw and processed data of all samples have been deposited in NCBI’s Gene Expression Omnibus (GEO) [28] under accession number GSE 56380. 

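Small RNAs of the posterior silk gland were sequenced in 10 libraries, of which 4 came from Stage 1 (the fourth instar molting to day 2 of the fifth instar) and 4 from Stage 2 (day 3 to day 8 of the fifth instar), with 1 library each from the strains Q and B and their reciprocal crosses QB and BQ. The other 2 libraries, R1 and J1, came from 2 further strains and covered the entire stage. The authors trimmed the adapters, removed low-quality reads and deposited each distinct sequence, called a tag, with its read count, without normalization. The deposited tags were 16 to 30 nt long in the 8 stage libraries and 18 to 35 nt long in R1 and J1, so that the strain, the sampled period and the processing of R1 and J1 cannot be told apart from one another. Counting was limited here to tags of 18 to 30 nt, which held 93192964 reads in all and between 7461268 and 10790460 reads per library, with a median of 9725281 in Stage 1 and 9122493.5 in Stage 2. At these depths, 3 reads correspond to between 2.780e-05% and 4.021e-05% of a library. The most frequent length below 26 nt was between 18 and 22 nt in every library and was higher than its neighbouring lengths in all 10, where 18 nt, the mode of Q and QB at Stage 1, was compared with 19 nt alone. In each of the 8 stage libraries, 16 nt, which this counting leaves out, held more reads than any length counted. In Q at Stage 1, for example, there were 1813558 reads of 16 nt against 1346989 of 18 nt. From 26 to 30 nt, a length higher than both its neighbours was found in 9 of the 10 libraries, at 28 nt in each of them. It held between 3.7% (B, Stage 2) and 22.3% (J1) of the reads. In QB at Stage 2 the shares fell from 1.8% at 26 nt without a second peak. With unique tags in place of reads, 8 libraries had both peaks. Reads of 20 to 23 nt made up 43.5% ± 5.5 (SD, n = 4) of the reads in Stage 1 and 49.8% ± 2.7 (SD, n = 4) in Stage 2 (exact permutation test, p = 0.114). Paired by the strain given in the labels, this share was higher in Stage 2 in all 4 strains, by 0.9 to 15.0 percentage points (exact sign-flip permutation test, p = 0.125, the smallest p that 4 pairs allow), so that the design cannot bring it under 0.05. Reads of 26 to 30 nt made up 20.4% ± 7.8 (SD, n = 4) in Stage 1 and 11.4% ± 5.6 (SD, n = 4) in Stage 2 (exact permutation test, p = 0.171, where 4 libraries against 4 allow no p below 0.029), and were more frequent in Stage 2 in 1 of the 4 strains (exact sign-flip permutation test, p = 0.25). In R1 and J1 their share was 48.2% and 51.6%. Leaving out B at Stage 1 moved the difference in the 20 to 23 nt share most, from 6.3 to 8.2 percentage points (exact permutation test, p = 0.0286).

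**Figure D1:**
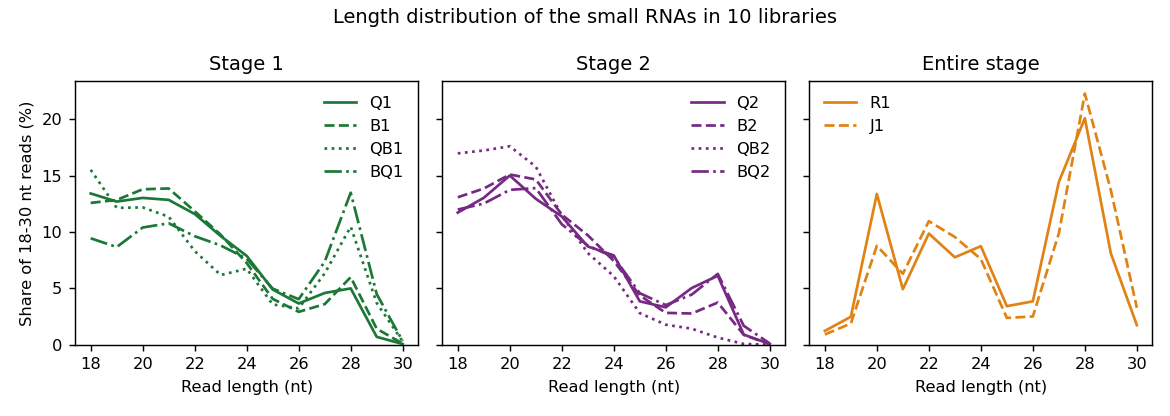
Share of the 18 to 30 nt reads (vertical axis, percent) at each read length (horizontal axis, nt) in each library, in 1 panel for each sampled period and with 1 line for each library. The peak at 28 nt reaches 22.3% in J1 and is missing in QB at Stage 2.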

From 93.2 million processed reads ranging from 18 ~ 30 nt in length (Table 1, Additional file 1: Figure S1), we first examined the length distribution of small RNAs from ten libraries and found two extremely high peaks in most libraries; one was around 20 nt and the other around 28 nt (Additional file 2: Figure S2). 

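The reads of the 2 length classes differed in their first base. U was the first base of 25.5% ± 2.5 (SD, n = 4) of the 20 to 23 nt reads in Stage 1 and of 23.6% ± 1.1 (SD, n = 4) in Stage 2. For the reads of 26 to 30 nt, the share beginning with U was 71.7% ± 6.9 (SD, n = 4) in Stage 1 and 62.6% ± 7.5 (SD, n = 4) in Stage 2. Over all 10 libraries, the longer reads began with U more often by 40.0 percentage points on average, and by at least 25.4 in each library (exact sign-flip permutation test, p = 0.001953, the smallest p that 10 libraries allow). This test counts libraries of the same strain as independent, so that its p may be too small. In R1, U began 44.6% of the shorter and 78.3% of the longer reads, and in J1 59.2% and 84.6%. An A at position 10 was found in 33.1% ± 2.8 (SD, n = 10) of the longer reads and in 29.4% ± 2.8 (SD, n = 10) of the shorter ones. The paper likens its peaks to those of earlier reports. Those reports proposed miRNAs for the shorter peak and read the longer one as piRNA-like small RNAs.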

This result is consistent with the previous reports, where the first peak was proposed to represent miRNAs and the other was interpreted as longer piRNA-like small RNAs [21, 22, 29, 30]. We subsequently categorized non-coding small RNAs and defined them according to Rfam database 10.0. The individual expression level of small RNAs is very similar across the 10 libraries (Additional file 3: Table S1). 

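Similarity was computed here across known miRNAs, as no Rfam sequences were among the files analysed here. Tags were matched to the 302 different sequences among the known miRNAs of Table S2, with 5′ ends within 2 nt, at least 18 nt of overlap and no mismatch. Over the 241 sequences with at least 10 reads, Spearman's correlation between libraries had a median of 0.84 over the 45 pairs of libraries. This correlation is across miRNAs, which are not independent replicates. The 28 pairs among the 8 stage libraries ranged from 0.80 to 0.93, and R1 against J1 gave 0.88. For the 16 pairs of a stage library with R1 or J1, the range was 0.55 to 0.62. Pearson's correlation of log2(CPM + 1), where CPM is the count scaled to an equal total of known miRNA reads in each library, raised the median over all pairs to 0.90. For comparison, the Rfam read counts that the paper lists in Table S1 gave a median of 0.80 over all pairs and between 0.65 and 0.75 for a stage library with R1 or J1. Across the 9798 tags of 18 to 30 nt with at least 1000 reads in all libraries together, the median was 0.60 over all pairs and 0.70 over the pairs of stage libraries, and a stage library against R1 or J1 gave between -0.42 and -0.14. Choosing tags by their summed reads keeps tags that are frequent in only 1 set of libraries, which can lower this correlation. The negative values thus do not show an inverse relation of expression. On the basis of its Table S1, the paper describes the expression levels as very similar.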

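Known miRNAs were also compared between the 4 libraries of Stage 2 and the 4 of Stage 1 with edgeR's quasi-likelihood test on the read counts. Of 130 miRNAs with enough reads, 7 had a Benjamini-Hochberg adjusted p under 0.05, of which 5 were higher and 2 lower in Stage 2. The smallest adjusted p was that of bmo-miR-281*, which was at 248852 ± 25664 (SD, n = 4) CPM in Stage 1 and 87468 ± 13803 (SD, n = 4) in Stage 2. Its log2 fold change was -1.43 (standard error 0.22, adjusted p = 0.0132 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For bmo-miR-100 the log2 fold change was 0.86 (standard error 0.16, adjusted p = 0.0287 from the same edgeR test), and for bmo-miR-34 it was 4.61 (standard error 0.98, adjusted p = 0.0287 from the same edgeR test). The value of bmo-miR-34 ranged from 2.86 to 5.00 when 1 library was left out at a time. Its reads in Stage 2 were 5252 in Q against 226 in B, 302 in QB and 379 in BQ. Among the 10 miRNAs with the smallest adjusted p that changed in the same direction in all 4 strains, bmo-miR-277, bmo-miR-2779 and bmo-miR-33* had log2 fold changes between 1.53 and 1.83, and bmo-miR-263b had one of -1.50. The last 3, bmo-bantam, bmo-miR-281 and bmo-miR-2797c, had edgeR adjusted p values from 0.0525 to 0.0872. The strain pairs the libraries of the 2 stages, a pairing taken from the labels. Deviations from the stage means had a mean correlation of 0.67 between the 4 pairs of libraries of the same strain and of -0.22 between the 12 pairs of different strains, computed across miRNAs. As the deviations within a stage sum to 0, the second value largely follows from the first and is not separate evidence for the pairing. With the strain as a replicate block, 24 miRNAs passed the threshold, 9 of them higher and 15 lower in Stage 2, and the log2 fold change of bmo-miR-281* was -1.43 (standard error 0.29, edgeR adjusted p = 8.638e-05). That of bmo-miR-34 was 3.99 in this fit (standard error 0.50, edgeR adjusted p = 2.049e-12). Within strains it ranged from 1.94 in B to 5.55 in Q. The edgeR adjusted p values of bmo-bantam, bmo-miR-281 and bmo-miR-2797c were then 0.0170, 0.0397 and 0.0170. For bmo-miR-281*, the adjusted p fell with the block although the standard error rose. The smaller p values of the block fit thus cannot be read as a smaller spread between strains. Each of the 10 named miRNAs kept its direction in every alternative that tested it. This is weak evidence, as they were chosen from the same data for a shared direction. The balance of higher and lower miRNAs depended on the normalization and on the replicate block. With the reads of 18 to 30 nt as library size without TMM factors, 6 miRNAs passed, all of them lower in Stage 2. Leaving out 1 library at a time gave between 0 and 9 miRNAs.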

We found that rRNAs and tRNAs were the majority of all non-coding RNA categories, as they are accounted for the most components of protein synthesis.

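No rRNA or tRNA reference was among the files analysed here, so the reads were not assigned to Rfam families again. The paper's own counts in Table S1 were instead set against the reads of 18 to 30 nt counted here. The table lists 866 families, of which 5 are rRNA or tRNA. In the paper's counts, these 5 held 75.0% ± 3.5 (SD, n = 8) of the table's reads in the stage libraries and 60.1% and 64.4% in R1 and J1. In every library, the counts of Table S1 add up to more than the reads that Table 1 lists as matched to Rfam. The reason was not resolved, and shares of that smaller total would be higher. Relative to the reads of 18 to 30 nt, the paper's rRNA and tRNA counts came to 21.7% ± 3.1 (SD, n = 8) in the stage libraries, and to 9.0% in R1 and 10.8% in J1. The paper gives the part of rRNAs and tRNAs in protein synthesis as the reason for the size of these categories.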

**Table 1:** **Data summary of sequenced small RNAs based on DSAP**

	Q1	Q2	B1	B2	QB1	QB2	BQ1	BQ2	R1	J1
**Total reads**	18707473	18633295	18556476	18499427	17947940	16942708	17449851	17905942	10508573	12079631
**Cleaned sequence tags**	901684	674947	810182	622202	633421	617616	857114	617471	1162861	816340
**Reads in cleaned sequence tags**	10044506	10693830	10790311	9085018	7461204	8113977	9405884	9159736	8614699	9822808
**% reliable reads** ^**#**^	53.69	57.39	58.15	49.11	41.57	47.89	53.90	51.15	81.98	81.32
**Unique Sequence Clusters** (**USC**)	901684	674947	810182	622202	633421	617616	857114	617471	1162861	816340
**Matched ncRNA in Rfam**	690	608	673	596	642	569	701	602	739	693
**USC matched to Rfam**	134580	97673	122849	105997	89704	92104	127959	101047	154898	145107
**Reads matched to Rfam**	2729256	2440852	2908825	2573860	1644409	2172466	2133486	2565135	1108916	1386447
**% reads matched to Rfam**	27.17	22.82	26.96	28.33	22.04	26.77	22.68	28	12.87	14.11
**Matched miRNAs in miRBase**	181	170	182	157	181	150	202	168	239	220
**USC matched to miRBase**	1411	1167	1216	927	1174	817	1643	1016	2540	2089
**Reads matched to miRBase**	406154	744285	540458	277369	486835	339576	544337	310026	1486269	1576622
**% reads matched to miRNAs**	4.04	6.96	5.01	3.05	6.52	4.19	5.79	3.38	17.25	16.05
**USC Unmatched reads**	765693	576107	686117	515278	542543	524695	727512	515408	1005423	669144

Note: #Percentage of reliable reads = (Number of reads in cleaned sequence tags/Number of total reads)*100.

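The reads of 18 to 30 nt made up 51.8% ± 7.1 (SD, n = 4) of the total reads in the 4 Stage 1 libraries and 51.4% ± 4.2 (SD, n = 4) in the 4 Stage 2 libraries, with no detectable difference (exact permutation test, p = 0.943). In the 8 stage libraries the share ranged from 41.6% (QB, Stage 1) to 58.1% (B, Stage 1). It was 82.0% in R1 and 81.3% in J1. Total reads ranged from 16942708 to 18707473 in the stage libraries and were 10508573 in R1 and 12079631 in J1.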

### Known and novel miRNAs based on sequence data

After the removal of larger RNAs, we mapped the remaining reads (18–30 nt) to miRBase 16.0 [31] using the deep-sequencing small RNA analysis pipeline (DSAP). 

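The paper's removal of other RNAs before this step was not repeated. Tags of 18 to 30 nt were assigned here to the known miRNAs of Table S2, with 5′ ends within 2 nt, at least 18 nt of overlap and every overlapping base identical. A total of 10228767 reads was assigned, which is 11.0% of the reads. The share was 9.4% ± 2.5 (SD, n = 4) in Stage 1 and 7.0% ± 2.7 (SD, n = 4) in Stage 2, a decrease of less than the spread between libraries (exact permutation test, p = 0.257). Compared within strains, Stage 2 was higher than Stage 1 in 1 of the 4 strains (exact sign-flip permutation test, p = 0.375, where 4 pairs allow no p below 0.125). Among single libraries, the lowest share was 5.01% in B at Stage 2 (95% Wilson interval 4.99% to 5.02%) and the highest in the stage libraries was 12.38% in QB at Stage 1 (95% Wilson interval 12.35% to 12.40%). R1 and J1 reached 22.01% (95% Wilson interval 21.98% to 22.04%) and 22.49% (95% Wilson interval 22.46% to 22.51%). The mean over the 10 libraries, 11.0% ± 6.4 (SD, n = 10), depended most on how tags were matched. It was 2.8% when a tag had to equal the listed sequence over its full length.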

DSAP is a fast web server specially designed to analyze known miRNAs generated from the Illumina sequencing platform and yields satisfactory results [32, 33]. Our effort yielded 304 known miRNAs (Additional file 4: Table S2), accounted for a large proportion of miRBase 16.0 (http://www.mirbase.org/cgi-bin/browse.pl), which are 20–27 nt in size and have the highest abundance (71.38%) in a range of 21–23 nt. 

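Of the 304 names in Table S2, which stand for 302 different sequences of 20 to 27 nt, 302 names had at least 1 read in the 10 libraries. The names without a read were bmo-miR-3375 and bmo-miR-3354. Between 178 and 222 sequences were detected in each stage library, a mean of 241 ± 17 (SD, n = 2) in R1 and J1, and 120 were detected in all 10 libraries. Detection was lower with exact matching, which left 235 names, while a minimum of 10 reads left 243. Names of 21 to 23 nt were 217 of the 304, or 71.38%. Weighted by reads, these names took 98.3% of the reads assigned to known miRNAs. The assigned tags themselves were 21 to 23 nt long in 51.1% of the reads, 20 nt in 16.4% and 24 nt in 19.5%.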

We grouped them into 66 miRNA families except for some undefined miRNAs (Additional file 4: Table S2 and Additional file 5: Figure S3). 

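Table S2 gives a family for part of the 304 names. By its labels, 65 named families and 185 names without a family were counted here, and all 65 families had reads. The family mir-263 held 3848119 reads, or 37.6% of the reads of known miRNAs, followed by let-7 with 14.1%, mir-46 with 12.0% and mir-99 with 5.6%. The names without a family together held 17.0% of these reads.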

Based on cross-species analysis, these known miRNAs are shared by ~68 species. Among them, 40 families are widely conserved in insects and 26 families are unique to *B. mori*. Moreover, 25 families are distributed among 14 classes/phyla including both invertebrates and vertebrates (Figure 2 and Additional file 6: Figure S4).

**Figure 2:**
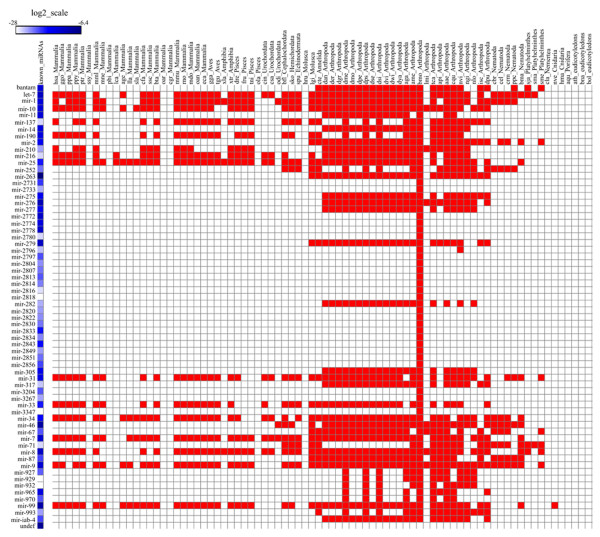
**Cross-** **species analysis of known miRNA families.** All known miRNAs are classified into 66 miRNA families and one undefined group. The known miRNAs are distributed over 68 species; among them 40 families are widely conserved in insects and 26 families are unique to *B. mori*.

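Summed over the 10 libraries, the reads of a known miRNA ranged from 0 to 3842859, with a median of 116.5. The miRNA with the most reads held 37.6% of all reads of known miRNAs, the top 5 held 78.6% and the top 10 held 89.1%. After bmo-miR-263a came bmo-let-7 with 1445328 reads, bmo-miR-281* with 1223273, bmo-miR-2755 with 956835 and bmo-miR-100 with 574231. The next 5 were bmo-miR-279c with 306589 reads, bmo-miR-8* with 244325, bmo-miR-276* with 219254, bmo-miR-279b with 183261 and bmo-miR-375 with 120598. At the low end, 61 of the 302 sequences had fewer than 10 reads and 144 had fewer than 100.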

The read count for different miRNA is rather variable (Additional file 4: Table S2). For instance, the number of reads for bmo-miR-263a is extremely high as compared to other miRNAs in all libraries; it may play a very important role in the posterior gland development and the result is in agreement with a previous report [20]. 

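The listed sequence of bmo-miR-263a is AATGGCACTGGAAGAATTCAC. Its 3842859 reads included 161257 reads of exactly this sequence. The most frequent form, 24 nt long, began at the listed 5′ end and ran 3 nt past the listed 3′ end. Its share of the reads of known miRNAs was 18.8% ± 5.9 (SD, n = 4) in Stage 1 and 22.5% ± 4.3 (SD, n = 4) in Stage 2. The share reached 64.33% in R1 (95% Wilson interval 64.26% to 64.40%) and 60.45% in J1 (95% Wilson interval 60.39% to 60.52%), and R1 and J1 together contributed 66.5% of all its reads. It had the most reads of any known miRNA in 5 of the 10 libraries, which were Q, QB and BQ at Stage 2 together with R1 and J1. Matching anchored at the 5′ end put it first in 7 libraries and exact matching in 2. In the 4 Stage 1 libraries bmo-miR-281* had more reads, with 145334 against 113330 in Q, 212130 against 131570 in B, 256041 against 254290 in QB and 256700 against 154778 in BQ. In B at Stage 2, bmo-miR-2755 had 106000 reads against 79880. Averaged over the 10 libraries, the share was 29.0% ± 18.2 (SD, n = 10), and exact matching lowered it to 5.4%. From its high read number, the paper proposes that bmo-miR-263a may have an important role in the development of the posterior gland. It cites an earlier report with a like result.

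**Figure D2:**
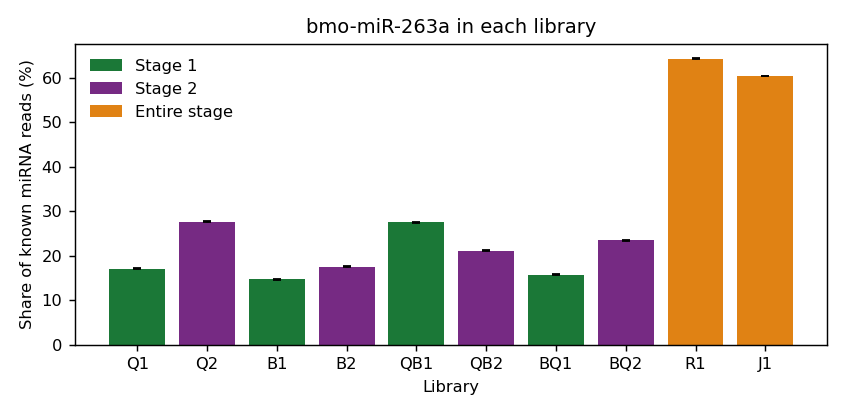
Share of the reads of known miRNAs that were bmo-miR-263a (vertical axis, percent) in each library (horizontal axis), with bars coloured by sampled period and 95% Wilson intervals as error bars. R1 and J1 stand at 64.3% and 60.5%, and the highest stage library at 27.7%.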

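Table S2 holds 50 pairs of arms, of which 49 are named as a miRNA and its miRNA* and 1 by its 5p and 3p arms. Both arms had at least 1 read in 49 pairs. The exception was bmo-miR-3375, which had 0 reads against 3 of its miRNA*. All 24 miRNA*s listed without a miRNA had reads. A count of both arms is limited by depth for rare arms, as bmo-miR-3382*, for example, had 1 read against 743 of its miRNA. Pairs with both arms numbered 36 under exact matching.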

We also found 50 pairs of miRNA/miRNA* duplexes, in addition to 24 miRNA*s without the corresponding miRNAs. 

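Over the 10 libraries, the miRNA had more reads than its miRNA* in 41 of the 49 pairs named in this way, and the miRNA* had more in 8. The ratio was tested as log2((miRNA + 1)/(miRNA* + 1)) against 0 with an exact sign-flip permutation test, and p was adjusted over the 7 duplexes tested, which include 2 chosen because the miRNA* led in at least 9 libraries. Over the 10 libraries, this test counts libraries of the same strain as independent, so its p values may be too small. For bmo-miR-276 the mean log2 ratio was -3.91 ± 3.26 (SD, n = 10 libraries; exact test, adjusted p = 0.004557), and the miRNA* had more reads in all 10 libraries. For bmo-miR-10 it was -1.99 ± 2.47 (SD, n = 10; exact test, adjusted p = 0.0273), with the miRNA* higher in all 8 stage libraries and the miRNA higher in R1 and J1, at log2 ratios of 2.43 and 2.94. The miRNA was more abundant for bmo-miR-305, at 2.05 ± 2.11 (SD, n = 10; exact test, adjusted p = 0.0103), and for bmo-miR-33, at 1.88 ± 1.83 (SD, n = 10; exact test, adjusted p = 0.0219). For bmo-miR-33 the direction differed between the libraries, since the miRNA was higher in all 8 stage libraries and the miRNA* in R1 and J1. The pooled mean of bmo-miR-34, 0.45 ± 3.33 (SD, n = 10; exact test, adjusted p = 0.682), joined libraries of opposite direction. The miRNA* was higher in all 4 Stage 1 libraries, at -2.67 ± 1.52 (SD, n = 4), and the miRNA in all 4 Stage 2 libraries, at 1.19 ± 1.33 (SD, n = 4), with a rise in each of the 4 strains paired by their labels (exact sign-flip permutation test, p = 0.125, the smallest p that 4 pairs allow). Without pairing, the exact permutation test gave p = 0.0286, the smallest p that 4 libraries against 4 allow, or 0.2 after adjustment over the 7 duplexes. The mean of the 8 stage libraries was -0.74 (exact test, p = 0.391), and R1 and J1 gave 4.40 and 6.01. Matching only tags equal to the listed sequence moved bmo-miR-33 most, to -2.54. The duplexes outside the paper's list with the miRNA* higher in all 10 libraries were bmo-miR-281, with 1223273 reads of the miRNA* against 4749, and bmo-miR-2778b, with 430 against 11.

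**Figure D3:**
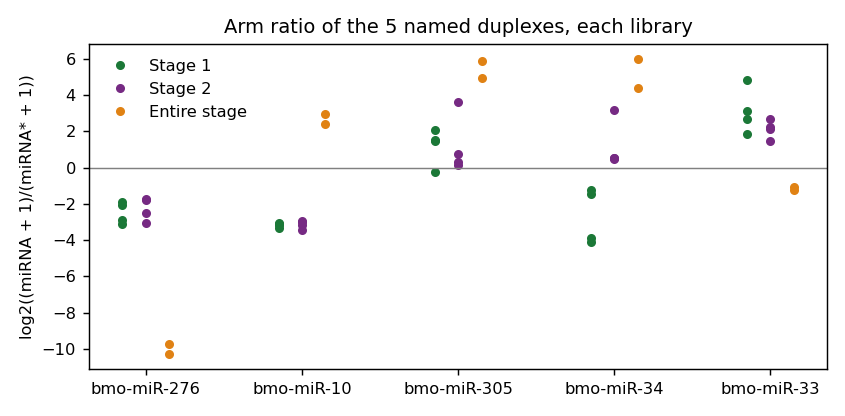
Log2 ratio of miRNA to miRNA* reads, each with 1 added (vertical axis), for the 5 duplexes that the paper names (horizontal axis), with 1 point for each library and colours for the sampled period. All 10 points of bmo-miR-276 lie below 0, and those of bmo-miR-34 lie on both sides.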

Although most miRNAs are more abundant than their corresponding miRNA*s, there are exceptional cases, where bmo-miR-10, bmo-miR-276, bmo-miR-305, bmo-miR-33, and bmo-miR-34 are less abundant than their miRNA* counterparts. Similar findings have also been reported in other deep sequencing experiments and are suspected to be a result of incorrect annotations in miRBase [34–36].

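The 1423 candidate miRNAs readable in Table S3 are 16 to 26 nt long and stand for 1399 different sequences. With tags matched by the same rule as for the known miRNAs, except that a tag could count for several candidates and that the 301 candidates of 16 to 17 nt had to be overlapped over their full length, also by tags of 16 to 17 nt, 1046 candidates (73.5%) had at least 1 read and 377 had none. The median was 19 reads over the 10 libraries and the highest count was 2584765. A total of 156 candidates had 1000 reads or more, 261 were found in all 10 libraries, and 111 in 1 library only. R1 and J1 hold no tags of 16 to 17 nt, which limits these 2 counts for the shortest candidates.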

Having filtered the known non-coding RNAs, we predicted novel candidate miRNAs using the mireap package [37] and classified 1,427 candidate miRNAs (Additional file 7: Table S3). Given the fact that there are many random inverted repeats (termed pseudo-hairpins) in eukaryotic genomes and they can also fold into dysfunctional hairpins and undistinguished sequences, we took extra cautions to classify non-conserved miRNAs. We used mirident classifier to identify the miRNA candidates, which has been reported to achieves 99.2% specificity and 97.6% sensitivity on a human test data set [38]. We also evaluated two other SVM-based prediction programs, Triplet-SVM and PmirP, together with mirident and using miRbase datasets that include data from 24 insect species [38–40]. Mirident classifier gave rise to better results for insect pre-miRNA identification in our own hands [41]. 

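Table S3 marks 611 of its 1423 readable candidates as accepted by mirident, with 588 different sequences, and 812 as rejected. The paper does not state which input the classifier used. If reads were not part of it, they give a separate measure of the 2 sets. The accepted candidates had a median of 11 reads over the 10 libraries (quartiles 0 and 70.5) and the rejected ones a median of 28.5 (quartiles 3 and 218.25). The difference in median log2(reads + 1) was -1.30 (permutation test, p = 1e-05, the smallest p that 100000 resamples can give). At least 1 read was found for 68.6% of the accepted and 77.2% of the rejected candidates. Exact matching narrowed the difference to -0.42 (permutation test, p = 0.0341).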

Using mirident classifier, we obtained 613 novel miRNAs, corresponding to 590 unique sequences after filtering pseudo-pre-miRNAs (Additional file 7: Table S3).

### Microarray-based miRNA profiling

Since the third day of fifth-instar larva (V3) is a key time point for silk synthesis and rapid cell growth, we evaluated its miRNA expression profile using 3,077 custom-designed probes (Additional file 1: Figure S1 and Additional file 8: Table S4) that are classified into four group: (1) 1,006 known miRNAs from miRBase, which consist of miRNAs from several species, including silkworm (559 probes) and 10 flies (447 probes); (2) 1,427 predicted novel miRNAs; (3) 425 probes based on data from four publications [17, 19, 22, 42]; and (4) 219 control sequences. To ensure reproducibility, we double-gridded 841 sequences with read coverage of >5 from 1,427 custom-designed probes for each chip.

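Matched to the tags of 18 to 30 nt (and of 16 to 17 nt for shorter candidates), 946 of the 1423 readable candidates had more than 5 reads over the 10 libraries, or 66.5%. The count changed most with exact matching, under which 741 candidates had more than 5 reads. With more than 5 reads required in a single library, 864 remained.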

We used 16 chips (probe sets) for the study and normalized the data in log2 transformation. Both technical (all R^2^ > 0.97) and biological repeats (all R^2^ > 0.8) showed consistent results (Additional file 9: Figure S5 and Additional file 10: Table S5). As miRNA-based microarray experiments in general are reproducible [43–45], we readily identified 430 mature miRNAs. Among them, 239 are previously known and the remaining 191 include 19 conserved in Drosophila and 172 novel ones (Additional file 11: Table S6). Of the 239 known miRNAs, 187 are from a thorough collection from literature search and the remaining 52 are directly from the miRBase. These miRNAs showed different expression patterns among the samples and did not exhibit any obvious correlation to information sources. For instance, bmo-bantam, bmo-miR-12, bmo-miR-263a, bmo-miR-263b, bmo-miR-278, and bmo-miR-8 are both literature-based and database collections but the miRBase-collected miRNAs showed stronger signals. The contrary results were found among bmo-let-7, bmo-miR-1, bmo-miR-100, bmo-miR-124, bmo-miR-137, bmo-miR-14, bmo-miR-252, bmo-miR-275, bmo-miR-305, bmo-miR-307, bmo-miR-34, and bmo-miR-279c, where the literature-based collections showed higher expression levels (Additional file 12: Table S7). We inferred that this non-uniformity might be a result of different technical platforms. One discussion point on this study is the validation rate: only 172 novel miRNAs (~14%) from the sequencing data are confirmed in the microarray experiment. 

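Among the 728 miRNAs of the bmo-miR-P series, 191 had a sequence on the list of miRNAs detected by the microarray and 537 did not. The paper built this series from sequencing and microarray results together, so a miRNA could enter it through the microarray. The comparison therefore does not set sequenced miRNAs found by the microarray against sequenced miRNAs that it missed. Those on the list had a median of 15 reads over the 10 libraries (quartiles 0 and 279), and those off the list a median of 11 (quartiles 0 and 70). The difference in median log2(reads + 1) was 0.42 and was not detectable against the variation between miRNAs (permutation test, p = 0.396). At least 1 read was found for 62.8% of the miRNAs on the list and 68.5% of those off it. A comparison of means in place of medians gave a difference of 1.20 (permutation test, p = 6.200e-04).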

The reasons for such low confirmation are multifold. First, 430 mature miRNAs are detected on the third day of fifth instar but not on the entire stage, where samples are collected and pooled from the fourth instar molting to the fifth instar day 8 before spinning. The false negative results for some of the miRNAs are largely due to the dilution of the time-sensitive specific miRNAs over pooling [46, 47]. Second, the marginal level of miRNA expression is pushing the detection limit so that some of the signals may not be consistently detected even when the same experiments are repeated. 

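Detection across libraries followed the number of reads. Among the known miRNAs with 1 to 10 reads in the 10 libraries together, 25 of 60 were found in a single library and none in all 10, and the median was 2 libraries. With more than 100 and up to 1000 reads, 36 of 72 were found in all 10 libraries, and with more than 1000 reads, 79 of 86. The bmo-miR-P series showed the same course, with 56 of 115 miRNAs of 1 to 10 reads in a single library and 57 of 69 miRNAs of more than 1000 reads in all 10. A miRNA cannot be found in more libraries than it has reads, so part of this course is set by arithmetic. The paper names sampling bias for low copy transcripts among its reasons, which these counts do not test.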

Third, sampling bias may be inherent from the sequencing approach, where sampling bias is obvious for low copy transcripts [27, 43].

There are 257 miRNA genes whose expression patterns have been reported to correspond to 324 loci in the *B. mori* genome [22]. 

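Table S8 marks 197 miRNAs of the earlier report as present in the study. All 197 had reads in the 10 libraries by the matching used here, with a median of 296, and 175 had at least 10. Tags identical to the listed sequence were found for 182 of them.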

After the removal of redundant sequences, we found that the two datasets shared 197 miRNAs (16 sequences showing discrepancy in their sequences were not accounted for). Among these miRNAs, 75 genes showed posterior gland expression in the current study but have not been detected in the previous study. 

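Of the 197 shared miRNAs, 75 have no earlier count for the posterior gland in Table S8. All 75 had reads here, with a median of 47 and a highest count of 54863, and 62 had at least 10 reads. With tags equal to the listed sequence, 64 were detected.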

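Table S8 lists 173 miRNAs with an earlier count for the posterior gland. By the matching used here, 166 of them had reads and 7 had none. Counted from the columns of the table, 51 of the 173 are marked as absent from the study, where the paper's text counts 37. Of these 51, 44 had reads in the 10 libraries, 43 had at least 10 reads, and 42 had tags equal to the listed sequence.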

Conversely, from 173 miRNAs identified previously in two public datasets for posterior-silk-gland expression, 37 were negative in our study. 

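Of the 7 posterior-gland specific miRNAs that the paper did not detect on its microarray, 5 had reads in the sequencing libraries. The most frequent was bmo-miR-2854 (TCTTTCAAAACTGCAGGACGGCCT) with 1642 reads, followed by bmo-miR-2858 with 476 reads, of which 312 came from R1, and bmo-miR-2850a with 388. All 3 were found in 10 libraries. There were 47 reads of bmo-miR-2858* in 8 libraries and 17 of bmo-miR-2859 in 4 libraries. No read matched bmo-miR-2846 or bmo-miR-2853, for which 3 reads, or between 2.780e-05% and 4.021e-05% of a library, can be taken as an upper limit. Of the reads of bmo-miR-2854, 34 were identical to the listed sequence.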

In addition, seven (bmo-miR-2846, bmo-miR-2850a, bmo-miR-2853, bmo-miR-2854, bmo-miR-2858*, bmo-miR-2858, and bmo-miR-2859) out of 21 posterior-gland specific miRNAs defined previously were not detected in our microarray experiment (Additional file 13: Table S8). These results suggest that our experiment covered most of the *B mori* miRNAs but inconsistency does exist, attributable to the difference between technical platforms.

### Target gene prediction and pathway analysis

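Of the 1229 miRNAs in the combined list, 973 (79.2%) had at least 1 read in the 10 libraries and 256 had none. Among the 728 miRNAs of the bmo-miR-P series, 488 (67.0%) had reads. Reads were found for 307 of 314 miRNAs from miRBase and for 178 of 187 from the literature. A minimum of 10 reads reduced the total most, to 791. The microarray data were not analysed here.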

Combining results from both deep sequencing and microarray, we identified 1,229 miRNAs expressed in the posterior silk gland in the period of the fourth-instar molting to the fifth-instar (day 8 before) spinning, and among which 728 are novel, named as bmo-miR-Pxxx-xp series (from No.1 to No.728 at Additional file 14: Table S9), and 110 are miRNA/miRNA* duplexes (Additional file 15: Table S10). We also profiled 430 miRNAs for the third day of the fifth-instar larva (Additional file 11: Table S6). We subsequently predicted potential targets using miRanda v3.3a [48] and the effort yielded 14,222 targets in the entire stage, corresponding to 1,195 miRNAs. The rest 34 miRNAs did not yield target genes due to low scores (Additional file 16: Table S11). We associated 12,675 and 12,948 target genes to 423 known and 696 novel miRNAs in the third day of the fifth instar, respectively (Additional file 17: Table S12 and Additional file 18: Table S13).

We annotated all miRNA target genes based on GO analysis and found that they are largely involved in cell, cell part, binding, catalytic, cellular process, metallochaperone, proteasome regulator, and metabolic process, as opposed to the underrepresented synapse, synapse part, and viral reproduction (Figure 3). This result suggests that miRNAs may regulate mostly the expression of structural protein genes in the posterior gland than those involved in the development of neural and immune systems. Furthermore, our GO analysis on the target genes of novel miRNAs and those detected at the third day of the fifth instar showed a similar result to that of the total miRNAs, except the absence of viral reproduction in biological process terms and metallochaperone in molecular function terms. Finally, as the major silk protein secretary organ, the posterior silk gland has an increased ribosome content [4, 49, 50], and it has been reported that ribosomal proteins are abundantly expressed in the final instar and play key roles in modulating activity of ribosome [49, 51]. Our result confirmed this observation.

**Figure 3:**
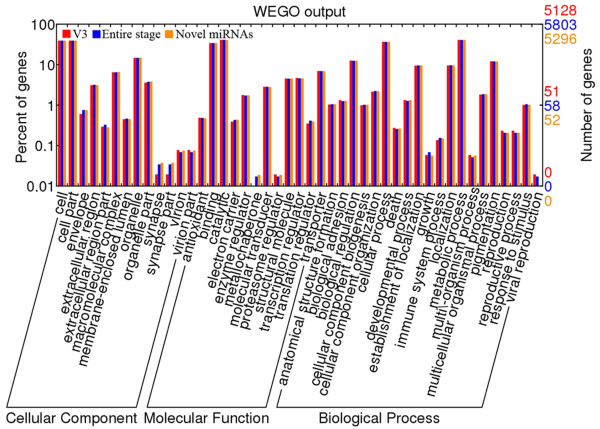
**GO analyses of the target genes predicted by miRanda in the posterior silk gland.** We analyzed three groups of miRNAs: (1) V3, 430 miRNAs detected at the third day of fifth instar; (2) Entire Stage, 1,229 miRNAs discovered at the periods from the fourth instar molting to the fifth instar day 8 before spinning, and (3) Novel, 728 miRNAs first detected in this study.

Based on further comparison of biological pathways among three datasets (the entire stage, the novel miRNAs, and the V3 group), we showed that 5,871 out of 14,222 predicted targets in the entire stage were involved in 302 KEGG pathways (Figure 4, Additional file 19: Table S14). The other two sets of target genes shared a similar result, where 5,400 and 5,331 target genes from the novel miRNAs and V3 group were mapped onto these pathways, respectively (Additional file 19: Table S14; Figure 5). Furthermore, there were 107 target genes mapped to the ribosome pathway (Figure 6, Additional file 20: Figure S6 and Additional file 19: Table S14) and 92 target genes involved in protein processing of endoplasmic reticulum pathway in the entire stage (Additional file 21: Figure S7 and Additional file 19: Table S14). Since translation-level regulation of ribosomal proteins is critical for fibroin synthesis [4], most of the target genes (107, 96 and 93 in the entire stage, the novel miRNA, and the V3 group, respectively) were mapped to ribosome pathway for all three datasets as compared to other pathways, and these target genes almost covered all the genes in this pathway (Figure 5, Figure 6 and Additional file 20: Figure S6). These results indicate that miRNAs expressed in the fifth instar of posterior silk gland showed strong regulatory functions on the silk protein synthesis.

**Figure 4:**
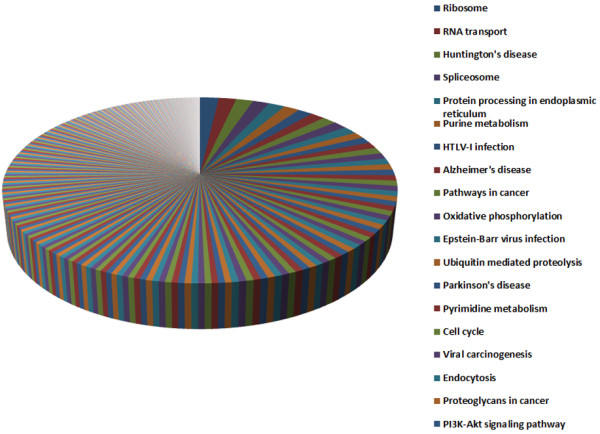
**The number of miRNA target genes mapped on pathway.** The miRNAs detected at Entire stage from the fourth instar molting to the fifth instar day 8 before spinning.

**Figure 5:**
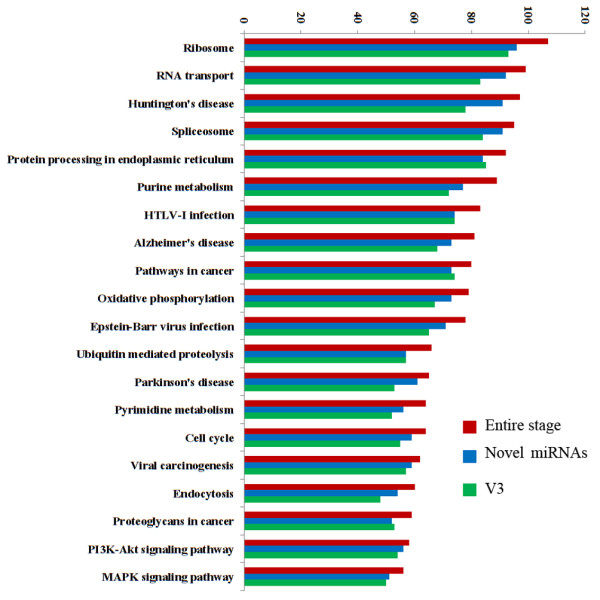
**KEGG pathways mapped based on miRNA target genes.** Entire stage, the target genes of miRNAs detected over the entire period from the fourth instar molting to the fifth instar day 8 before spinning; Novel, target genes first predicted in this study; V3, target genes detected at the third day of fifth instar.

**Figure 6:**
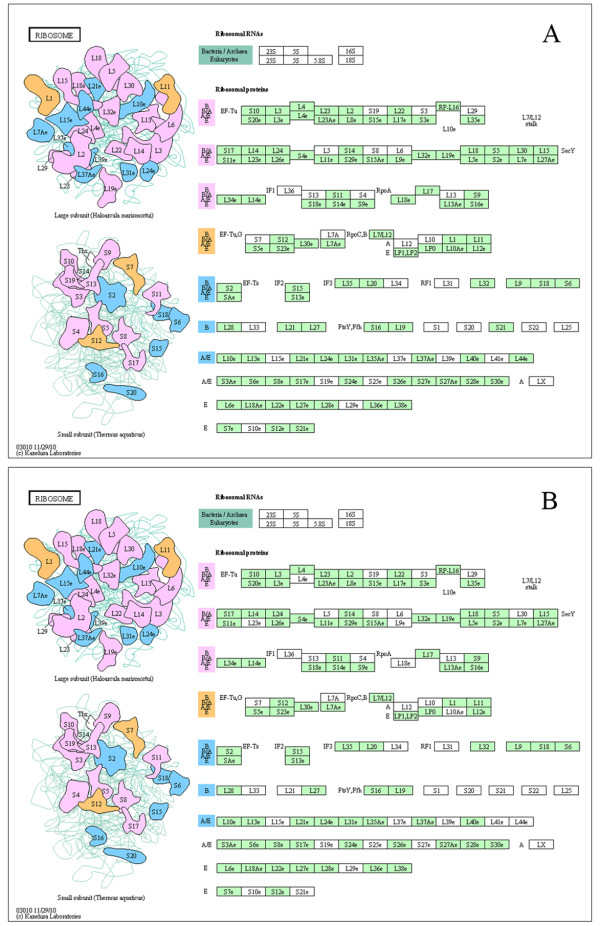
**The ribosome pathway.** miRNA target genes detected in the entire period from the fourth instar molting to the fifth instar day 8 before spinning **(A)** and target genes first detected in this study **(B)**. Mapped pathways were highlighted in green.

Other involved pathways are also informative. First, 99 target genes are related to RNA transport pathway, and 47 target genes are mapped to RNA degradation pathway (Additional file 19: Table S14 and Additional file 22: Figure S8). Nearly 90 and 50 target genes are involved in purine and pyrimidine metabolisms, respectively (Additional file 19: Table S14, Additional file 23: Figure S9 and Additional file 24: Figure S10 ). The results indicate active regulations of transcription and nucleotide metabolism. Second, 79 target genes are found to be involved in oxidative phosphorylation pathway (Additional file 19: Table S14 and Additional file 25: Figure S11). The ATP production pathway may coordinate with nucleotide metabolic pathways for energy generation. Third, 66 and 33 target genes are related to ubiquitin mediated proteolysis and proteasome pathways, respectively (Additional file 19: Table S14 and Additional file 26: Figure S12). Since ubiquitin proteolytic system plays an important role in a broad array of basic cellular processes including regulation of cell cycle, modulation of the immune and inflammatory responses, control of signal transduction pathways, development and differentiation, and these complex processes are controlled by specific degradation of a single or a subset of proteins [52], the discovery of such a significant involvement is of importance. Fourth, we observed 64 target genes mapped to cell cycle pathway (Additional file 19: Table S14 and Additional file 27: Figure S13) which suggests that these miRNAs may be regulators of cell cycle. It has been well established that cell division only occurs during the embryonic development, and the number of cells in the posterior silk gland no longer increases throughout the larval life [53]. Finally, pathway analysis results showed highly consistency between the three datasets: the entire stage, the novel miRNAs, and the V3 group.

## Conclusion

From 10 small RNA libraries, we acquired ~93 million processed reads ranging from 18–30 nt in length, identified 1,229 miRNAs (110 miRNA/miRNA* duplexes), and profiled 430 miRNAs at the third day of the fifth instar larva. We also found 728 novel miRNAs (including 55 miRNA/miRNA* duplex and 709 Bm-specific miRNAs [54]. Our findings expanded the collection of *B. mori* miRNAs in miRBase and covered most miRNAs of the posterior silk gland. Moreover, on the discovery of target genes [51–53], we predicted 14,222 targets matching 1,195 miRNAs, which are classified into many important pathways including protein synthesis, energy supply, and cell cycle control. Our results underscore the key regulatory roles that miRNAs play in the fifth instar posterior silk gland for silk production.

## Methods

### Silkworm rearing and sample preparation

For better miRNA profiling and eliminating strain-specific effects, we selected six domesticated silkworm strains (Q, Qiufeng; B, Baiyu; QB, Qiufeng × Baiyu; and BQ, Baiyu × Qiufeng, R1, and J1) and reared them on fresh mulberry leaves under standard condition. We used three sets of samples according to genes expression cluster analysis [4]: (1) Stage 1: fourth instar molting to day 2 of fifth instar from Q, B, QB, and BQ); (2) Stage 2: fifth instar day 3 to day 8 before spinning; and (3) Entire stage: Stage 1 + 2 from R1 and J1. The samples were collected daily and dissected and stored at low temperature in 0.7% NaCl. Samples were subsequently rinsed and stored in liquid nitrogen.

### Small RNA library construction and solexa sequencing

Total RNA was extracted from the posterior silk gland with Trizol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. For miRNA-seq, total RNA of the desired size range (18–30 nt) was size-fractionated on a 15% PAGE gel and ligated with to sequence adapters (T4 RNA ligase). After amplified for 15 cycles, the products were separated on agarose gels and the RT-PCR products were sequenced on the Illumina platform (Beijing Genomics Institute or BGI, Shenzhen) [55, 56].

### Sequence analysis and microRNA prediction

Raw sequence reads of 35 nt in size were generated and unique reads of full-length small RNA sequences (≥18 nt) were analyzed with deep sequencing small RNA analysis pipeline (DSAP) (http://dsap.cgu.edu.tw/dsap.html). Unique reads matching silkworm non-coding RNA (rRNA. tRNA, sRNA, snoRNA and other non-coding RNA) deposited at the NCBI GenBank database and Rfam 10.0 were removed. The clean reads from raw dataset were matched to the known miRNA in miRBase 16.0 (http://microrna.sanger.ac.uk) to identify conserved miRNAs and annotated stem-loop sequences. After strict screening, the remaining sequences were regarded as candidate miRNAs for further analysis.

To determine potential novel miRNAs, we identified candidate miRNAs using the mireap program (http://sourceforge.net/projects/mireap), which is an algorithm developed by BGI, which can be used to identify known miRNAs and novel candidates with canonical hairpin structure and sufficiently supported by sequencing data. In the present study, mireap parameters were set to match the condition of animal miRNAs identification as follows: (1) the length range of the miRNA sequence: 20–24 nt; (2) the maximal free energy allowed for an miRNA precursor: -18 kcal/mol; (3) the minimal common base pairs between miRNA and miRNA*: 14 with no more than four bulges; and (4) the maximal asymmetry of miRNA/miRNA* duplex: 5 nt. Following miRNA prediction, secondary structures were predicted by using the Zuker algorithm that evaluates hairpin forming potential (http://rna.urmc.rochester.edu/rnastructure.html).

### Microarray analysis

To determine comprehensive miRNA expression profiles on the third day of fifth instar larvae, we collaborated with LC Bio Co. Ltd (LC sciences, USA) developed and designed miRNA probes. Considering that miRNA expression profiles may vary in different varieties and genders [46], we collected both male and female silkworms from four stains (Q, B, QB, and BQ) in duplicates. The small RNA fraction was extracted with Trizol reagent (Invitrogen, Carlsbad, CA, USA). To ensure the quality of the RNA, we used checked RNA quality and quantity with spectrophotometer and size-fractionated it using YM-100 Microcon centrifugal filter (Millipore). After adding poly-A tails, hybridization (10 μg probe) was used was carried out on a μParaflo™ microfluidic chip (Atactic Technologies) [57]. After imagine acquisition (GenePix 4000B, Molecular Device; Media Cybernetics) and background removal, we normalized the signals using a LOWESS (Locally-weighted Regression) method [58], classified the data using a hierarchical clustering method and average linkage and Euclidean distance metric, and visualized the results with TIGR MeV (Multiple Experimental Viewer; Institute for Genomic Research).

### Target gene prediction analysis

Due to lack of available 3’-utr database, we first estimated the unigenes from NCBI (release date: Mar 30, 2006) and considered 1 kb as a suitable length for silkworm 3’-utr. Then, according to the annotation of silkdb2.0 (http://www.silkdb.org/silkdb), 1 kb sequences after the last exon of annotated genes were selected as target gene region. Finally, we used miRanda v3.3a (http://cbio.mskcc.org/microrna_data/manual.html) to predict potential targets. The thresholds for candidate target sites were set at S ≥ 140 and ΔG < -20 kcal/mol [48].

### Gene ontology and KEGG pathways analysis

We analyzed the function of miRNA targets based on Gene Ontology through searching against InterPro and KEGG databases (http://www.genome.jp/kegg/), using InterProScan, WEGO (http://wego.genomics.org.cn/), and UniProtKB (http://pir.georgetown.edu/pirwww/search/blast.shtml).

## Authors’ information

JL: ^1^College of Animal Sciences, Zhejiang University, Hangzhou 310058, P.R. China, ^2^Institute of Sericulture, Chengde Medical University, Chengde 067000, P.R. China. YC: Key Laboratory of Genome Sciences and Information, Beijing Institute of Genomics, Chinese Academy of Sciences, Beijing, 100029, China.

## Electronic supplementary material

Additional file 1: Figure S1: Step-by-step workflow of the strategy for posterior silk gland of silkworm miRNA expression profiling analysis.

Additional file 2: Figure S2: Length distribution of small RNAs from 10 libraries of posterior silk gland of silkworm from the Illumina data.

Additional file 3: Table S1: Rfam expression level of ten libraries of posterior silk gland of silkworm.

Additional file 4: Table S2: Known miRNAs detected of posterior silk gland of silkworm.

Additional file 5: Figure S3: The length distribution of all known miRNAs summarized by DSAP.

Additional file 6: Figure S4: Phylogenic distribution analysis of known miRNA families. Similar to Figure 3, we find 25 families are distributed in over 14 classes or phylums from invertebrates to vertebrates according to phylogenic distribution.

Additional file 7: Table S3: Candidate novel miRNAs predicted by mireap program and identified by mirident classifier and miRAlign.

Additional file 8: Table S4: The composition of probes in microarray assay.

Additional file 9: Figure S5: Biological repeats correlation analysis. In order to verify the reliability of microarray assay, male (M) and female (F) silkworms of four stains were separately treated and repeated twice. Q stands for Qiufeng and B represents Baiyu, while QB and BQ are their reciprocal cross breeds.

Additional file 10: Table S5: Significance testing for correlation of technical repeats by probes of repeated twice.

Additional file 11: Table S6: miRNAs of posterior silk glands confirmed by microarray assay.

Additional file 12: Table S7: Comparison miRNAs expression level with miRBase.

Additional file 13: Table S8: Comparison of miRNAs of the posterior silk glands with previous report.

Additional file 14: Table S9: Total and novel miRNAs detected in silkworm posterior silk gland.

Additional file 15: Table S10: All miRNA/miRNA* duplex detected in silkworm posterior silk gland.

Additional file 16: Table S11: Target genes of miRNAs detected at the entire stage prediction using miRanda.

Additional file 17: Table S12: Target genes of miRNAs detected at the third day of the fifth instar prediction using miRanda.

Additional file 18: Table S13: Target genes of novel miRNAs prediction using miRanda.

Additional file 19: Table S14: The number of posterior silk gland miRNA target genes mapped on pathway.

Additional file 20: Figure S6: The ribosome pathway. Target genes of the third day of the fifth instar detected miRNA. Mapped pathways were highlighted in green.

Additional file 21: Figure S7: The oxidative phosphorylation pathway. (A) miRNA target genes detected in the entire period from the fourth instar molting to the fifth instar day 8 before spinning, (B) target genes first detected in this study; and (C) target genes detected in the third day of the fifth instar. Mapped pathways were highlighted in green.

Additional file 22: Figure S8: The purine metabolism pathway. (A) miRNA target genes detected in the entire period from the fourth instar molting to the fifth instar day 8 before spinning, (B) target genes first detected in this study; and (C) target genes detected in the third day of the fifth instar. Mapped pathways were highlighted in green.

Additional file 23: Figure S9: The pyrimidine metabolism pathway. (A) miRNA target genes detected in the entire period from the fourth instar molting to the fifth instar day 8 before spinning, (B) target genes first detected in this study; and (C) target genes detected in the third day of the fifth instar. Mapped pathways were highlighted in green.

Additional file 24: Figure S10: The RNA transport pathway. (A) miRNA target genes detected in the entire period from the fourth instar molting to the fifth instar day 8 before spinning, (B) target genes first detected in this study; and (C) target genes detected in the third day of the fifth instar. Mapped pathways were highlighted in green.

Additional file 25: Figure S11: The cell cycle pathway. (A) miRNA target genes detected in the entire period from the fourth instar molting to the fifth instar day 8 before spinning, (B) target genes first detected in this study; and (C) target genes detected in the third day of the fifth instar. Mapped pathways were highlighted in green.

Additional file 26: Figure S12: The ubiquitin mediated proteolysis pathway. (A) miRNA target genes detected in the entire period from the fourth instar molting to the fifth instar day 8 before spinning, (B) target genes first detected in this study; and (C) target genes detected in the third day of the fifth instar. Mapped pathways were highlighted in green.

Additional file 27: Figure S13: The protein processing in endoplasmic reticulum pathway. (A) miRNA target genes detected in the entire period from the fourth instar molting to the fifth instar day-8 before spinning, (B) target genes first detected in this study; and (C) target genes detected in the third day of the fifth instar. Mapped pathways were highlighted in green.

## Abbreviations

miRNA: microRNA
2-DE: two-dimensional gel electrophoresis
MALDI-TOF MS: Matrix-assisted laser desorption/ionization–time-of-flight mass spectrometry
GO: Gene ontology
KEGG: Kyoto encyclopedia of genes and genomes
DSAP: Deep-sequencing small RNA analysis pipeline
Q: Qiufeng
B: Baiyu
QB: Qiufeng × Baiyu
BQ: Baiyu × Qiufeng.

# Supplementary material for: MicroRNA expression profiling of the fifth-instar posterior silk gland of Bombyx mori
**Source:** BMC Genomics. 2014 May 29;15(1):410. doi: 10.1186/1471-2164-15-410
**Supplement:** Supplementary file 10 — Additional file 10: Table S5: Significance testing for correlation of technical repeats by probes of repeated twice.

**Supplemental table 5 Significance testing for correlation of technical repeats by probes of repeated twice**

| **Chip** | **Multiple R** | **R2** | **Adjusted R2** | **Standard error** | **Observed value** |
| --- | --- | --- | --- | --- | --- |
| **1** | 0.992986 | 0.9860206 | 0.986004 | 126.8527 | 841 |
| **2** | 0.997795 | 0.995595 | 0.99559 | 115.0989 | 841 |
| **3** | 0.998505 | 0.9970121 | 0.997009 | 82.4981 | 841 |
| **4** | 0.999123 | 0.9982464 | 0.998244 | 60.18148 | 841 |
| **5** | 0.999605 | 0.9992108 | 0.99921 | 34.39458 | 841 |
| **6** | 0.990344 | 0.9807804 | 0.980757 | 106.4798 | 841 |
| **7** | 0.996439 | 0.9928904 | 0.992882 | 157.8835 | 841 |
| **8** | 0.994538 | 0.9891051 | 0.989092 | 107.8021 | 841 |
| **9** | 0.995132 | 0.9902877 | 0.990276 | 116.3778 | 841 |
| **10** | 0.995575 | 0.9911692 | 0.991159 | 68.58641 | 841 |
| **11** | 0.997915 | 0.9958334 | 0.995828 | 66.70872 | 841 |
| **12** | 0.998727 | 0.9974564 | 0.997453 | 19.74329 | 841 |
| **13** | 0.996737 | 0.9934854 | 0.993478 | 92.15506 | 841 |
| **14** | 0.995079 | 0.9901817 | 0.99017 | 59.39007 | 841 |
| **15** | 0.997215 | 0.9944374 | 0.994431 | 60.45483 | 841 |
| **16** | 0.98894 | 0.9780016 | 0.977975 | 84.26884 | 841 |

How the deposited data were processed for this re-analysis (not part of the article)

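Small RNAs of the posterior silk gland were measured in 10 libraries, 4 from Stage 1, 4 from Stage 2 and 2 (R1 and J1) from the entire stage. The authors sequenced reads of up to 35 nt, removed low-quality reads, reads without a 3′ adapter or an insert, reads with 5′ adapter contamination and poly(A) reads, trimmed the adapter, collapsed identical reads, and deposited for each library the tags with their read counts, the number of reads at each insert length as counts, and a log with the counts of reads kept or removed at each step. The log of the authors also gives each of these counts as a percentage of the high-quality reads. No value was normalized. The deposited tags were 16 to 30 nt long in the 8 stage libraries and 18 to 35 nt long in R1 and J1. The tool used for trimming is not named in the labels.

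Tags of 18 to 30 nt were counted here, between 7461268 and 10790460 reads per library. A share of 3 reads is between 2.780e-05% and 4.021e-05% of a library, and intervals on shares of single libraries are 95% Wilson intervals. These intervals cover counting error only, not variation between libraries. Sequences of miRNAs were taken from the paper's supplementary tables. A tag was matched to a listed sequence without gaps or mismatches, with 5′ ends within 2 nt and an overlap of at least 18 nt. Each tag was given to 1 known miRNA, by the longest overlap, then the closest 5′ end, then the order in Table S2, and 129 reads were tied before the last step. Tags could count for several sequences of the other lists. Names with the same sequence were counted together. Peaks were lengths with more reads than both neighbouring lengths, sought below 26 nt and from 26 to 30 nt.

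The plan made before the processed files arrived named all clean reads as the denominator of the known miRNA share and as 1 alternative library size. This was taken to be the cleaned reads of the paper's Table 1, which are those of 18 to 30 nt. Both were also computed with all deposited clean reads, a choice made after the files were seen.

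Stages were compared over the 8 stage libraries. Known miRNAs were compared with edgeR's quasi-likelihood test on the counts, with TMM normalization, the default filter on low counts and Benjamini-Hochberg adjustment, where an adjusted p under 0.05 counted as a change. The standard error of a log2 fold change was derived from the F statistic of this test. Shares of reads were compared with exact permutation tests, arm ratios with exact sign-flip permutation tests over the 10 libraries, and sets of candidates with permutation tests of 100000 resamples. The tests over the 10 libraries count libraries of the same strain as independent, so their p values may be too small. The miRNAs named are, by a rule set before the files arrived, those the paper names on the sequencing data, the 10 known miRNAs with the most reads, the duplexes whose miRNA* had more reads in at least 9 libraries, and the 10 miRNAs with the smallest adjusted p among those changed in the same direction in all 4 strains.

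The alternatives were exact matching, matching anchored at the 5′ end, exact length with up to 1 mismatch, minimums of 5 and 10 reads, a pseudocount of 0.1, the 8 stage libraries alone, other correlations and filters, DESeq2, library sizes without TMM, strain as a replicate block, leaving out each library, leaving out bmo-miR-263a, and differences of means. The shares of reads and the arm ratios were also compared within strains. Some were added after the data were seen, and part of these are marked so in the closing section. The comparisons of shares of reads within strains, and leaving out each library for the shares of the 2 length classes, were added too. So were the shares of unique tags in these classes, a second peak sought from 25 nt, and leaving out the 3 known miRNAs with the most reads. The matching was tested on simulated tags, and the stage comparison on simulated counts with 30 changed miRNAs, of which 100% were recovered, with 6.2% false calls. The simulated changes were all of the same size, larger than that of bmo-miR-100. They were limited to miRNAs with enough reads and had no strain effect. This recovery therefore does not measure the power of the real comparison. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 were used.

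The paper removed reads matching known non-coding RNAs before it matched reads to miRNAs, a step that was not repeated here. Reads were not mapped to the genome or to Rfam, because no reference was among the files analysed here. The microarray and the target predictions were not analysed here.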

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

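Each measure of a library was compared within the 4 libraries of Stage 1 and within the 4 of Stage 2, and 48 such groups were tested for a library far from the others. In 2 groups a library was far from the others, where chance gives 2.4, so that the flags are no more than chance would give.

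In QB at Stage 2, reads of 16 to 17 nt were 27.5% of the clean reads, against 21.0% to 22.1% in the other 3 libraries. Sampling noise of a shallow library was tested, and the lower bound of the 95% Wilson interval was 27.46%, above the other 3 libraries. This interval covers counting error only and does not speak to other variation between libraries. This prediction was written after the value was seen. QB also had the highest share in Stage 1. No biological explanation was tested, since there is 1 library for each strain and stage.

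The log2 arm ratio of bmo-miR-34 in Q at Stage 2 was 3.19, against 0.50 to 0.55 in the other 3 libraries of Stage 2. A low number of reads on 1 arm was tested after the value was seen. The library held 5252 reads of bmo-miR-34 and 575 of bmo-miR-34*, so that few reads do not account for the ratio. With 1 library of Q at Stage 2, an effect of the strain cannot be told apart from an effect of that library.

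The arm ratio of bmo-miR-34 had opposite signs in the 2 stages, negative in all 4 libraries of Stage 1 and positive in all 4 of Stage 2, with a difference in the mean log2 ratio of 3.86 (exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow, and 0.2 after adjustment over the 7 duplexes). It rose in 4 of 4 strains. The predictions for this and the next pattern were written after the ratios were seen. If few reads were the reason, the 95% Wilson interval of the share of the miRNA would include an equal share of both arms in some of the 8 libraries, and it did so in 0 for the few reads on the arms. With all deposited tags and an overlap of at least 16 nt, the difference between the stages was 3.63, but the mean in Stage 1 was 0.80 and the miRNA* was higher in 1 of its 4 libraries. The opposite signs may thus come from the minimum tag length and overlap of 18 nt in the matching, while the difference between the stages remained. With 4 libraries against 4, a single duplex at the smallest p gets an adjusted p of 0.2 over 7 duplexes, whatever its effect. The adjusted p thus cannot decide on an effect of the stage. In edgeR's quasi-likelihood test between the stages, bmo-miR-34 had a log2 fold change of 4.61 (adjusted p = 0.0287). For bmo-miR-34* it was -0.05 (adjusted p = 0.951 from the same edgeR test). An effect of the stage remains a hypothesis.

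For bmo-miR-10 and bmo-miR-33, the arm ratio had opposite signs in the 8 stage libraries and in R1 and J1. The mean log2 ratio in R1 and J1 minus that in the stage libraries was 5.85 for bmo-miR-10 and -3.78 for bmo-miR-33, and the differences themselves were not tested. They were 5.83 and -4.20 with all deposited tags and an overlap of at least 16 nt, with the signs still opposite, and for few reads on the arms 0 of the 10 libraries had a 95% Wilson interval that included an equal share. Strain, sampled period and processing differ together between the 2 sets of libraries, so that the pattern cannot be told apart from a batch difference, and no biological explanation was tested.

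A signal in data that the paper did not analyse was a tag of 16 nt, TCAGGTACTAGGTGAC, which equals the first 16 bases of bmo-miR-306. It had 5106941 reads in the 8 stage libraries, or between 4.1% and 7.8% of the clean reads of each, while tags of this length were not in the files of R1 and J1. Both predictions on it were written after it was seen. If another RNA shared these bases, longer tags would continue with other bases. Of the reads of longer tags that start with the 16 bases, counting tags with at least 20 reads in a library, 80.3% continued with the bases of bmo-miR-306. In the stage libraries, 97.2% of the reads matched to bmo-miR-306 were of 16 nt and 2.3% of 17 nt, so longer tags were few. Another RNA that gave only fragments of 16 nt would leave no longer tags, so this share cannot decide on the source. If it were a product of 1 library, most reads would come from it, but the largest share from 1 library was 16.8%. A shortened bmo-miR-306 may be the source, but another RNA is not excluded. A batch difference between the 8 libraries and R1 and J1 was not testable, and no biological explanation was tested.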

How the results depend on the processing

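The number of detected known miRNAs, of pairs with both arms, of candidates with more than 5 reads, of miRNAs of the combined list with reads and of libraries with both length peaks, the similarity of the libraries, the difference between mirident's accepted and rejected candidates, and the stage differences in the known miRNA share and in the share of 26 to 30 nt reads did not change category under any alternative. Choices in the plan were made before the processed files arrived. Those marked as added were chosen after seeing the data.

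The mean share of reads on known miRNAs, 11.0%, was 2.79% with exact matching, 2.94% with exact length and up to 1 mismatch, and 17.79% with all deposited tags and an overlap of at least 16 nt (added). The mean share of bmo-miR-263a was 5.44% with exact matching. Exact matching leaves out tags whose ends differ from the listed ones, and the most frequent tag of bmo-miR-263a is longer than the listed sequence. The difference between miRNAs on and off the microarray list was 1.20 as a difference of means.

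The number of miRNAs changed between the stages, 7, was the least stable result. It was 4 with exact matching, 13 with all deposited tags (added), 15 with DESeq2, 1 without a filter on low counts and 24 with the replicate block, and from 0 to 9 across the 8 fits that each left out 1 library. The balance of directions also depended on normalization, on the replicate block and on the matching. The replicate block gave 9 higher and 15 lower in Stage 2, and matching anchored at the 5′ end 4 and 4. In the main setting with TMM, 5 of the 7 were higher in Stage 2. With the reads of 18 to 30 nt as library size and no TMM, 0 of 6 were, and with all deposited clean reads (added), 1 of 8. Each of the 10 named miRNAs kept its direction in every alternative that tested it, but they were chosen from these data for a shared direction. With the reads of 18 to 30 nt as library size, bmo-miR-281* was at -1.95 and bmo-miR-263b at -2.02 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.0285 and 0.0488), while bmo-miR-100 went to 0.36 (adjusted p = 0.507 from the same edgeR test). The difference in the share of 20 to 23 nt reads ranged from 4.48 to 8.21 percentage points across the 8 fits that each left out 1 library (added).

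The arm ratios that reversed were, with exact matching, bmo-miR-305 at -0.63, bmo-miR-33 at -2.54 and bmo-miR-34 at -1.62, and, in the 8 stage libraries alone, bmo-miR-34 at -0.74. With exact matching, the means of all 5 named duplexes were thus below 0, with bmo-miR-10 at -4.00 and bmo-miR-276 at -3.10. The number of named duplexes with a higher miRNA* and an adjusted p under 0.05 went from 2 to 3. It did not include bmo-miR-305 and bmo-miR-34 (exact sign-flip permutation test, adjusted p = 0.652 and 0.120). In the other direction, all deposited tags with an overlap of at least 16 nt (added) raised the mean of bmo-miR-34 from 0.45 to 3.13 (exact sign-flip permutation test, adjusted p = 0.008203), so that its direction over the libraries depends on the matching both ways. Among the other rows for single miRNAs, 60 were weaker, 24 stronger and 122 unchanged.

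Removing tags of rRNA and tRNA, and counting rRNA and tRNA reads on 1 or both strands or with a mismatch, were planned and not run, because no reference was among the files analysed here. Depth limits the rare miRNAs, of which 61 had fewer than 10 reads in all libraries.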

Differences from the paper's values

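Reads matched to known miRNAs differed from Table 1 in the 8 stage libraries. R1, at 22.01% against the paper's 17.25%, and J1, at 22.49% against 16.05%, were also higher, but by too little to be counted. Q at Stage 1 had 663373 reads or 6.60%, where the paper's values are 406154 and 4.04%. Q at Stage 2 had 1156981 reads or 10.82%, where the paper's values are 744285 and 6.96%. B at Stage 1 had 892510 reads or 8.27%, where the paper's values are 540458 and 5.01%. B at Stage 2 had 454854 reads or 5.01%, where the paper's values are 277369 and 3.05%. QB at Stage 1 had 923382 reads or 12.38%, where the paper's values are 486835 and 6.52%. QB at Stage 2 had 570160 reads or 7.03%, where the paper's values are 339576 and 4.19%. BQ at Stage 1 had 982172 reads or 10.44%, where the paper's values are 544337 and 5.79%. BQ at Stage 2 had 480252 reads or 5.24%, where the paper's values are 310026 and 3.38%. Of the alternatives set before the files arrived, the difference was no longer large enough to be counted with matching anchored at the 5′ end for Q at Stage 1, Q at Stage 2 and BQ at Stage 2, and with exact matching and exact length with up to 1 mismatch for B at Stage 1. Such gaps were narrowed and not closed, as Q at Stage 1 was still at 6.06% with anchored matching against the paper's 4.04%. For the other 4 libraries, the difference stayed large enough to be counted under all of these alternatives.

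Read totals over the 10 libraries also differed from Table S2 for single miRNAs. Smaller gaps, such as 219254 against the paper's 153665 for bmo-miR-276*, were not counted. The total of bmo-let-7 was 1445328 against the paper's 72016. For bmo-miR-281* the total was 1223273 against the paper's 513518. The total of bmo-miR-100 was 574231 against the paper's 352568. For bmo-miR-279c the total was 306589 against the paper's 76813. The total of bmo-miR-8* was 244325 against the paper's 65982. For bmo-miR-279b the total was 183261 against the paper's 121924. The total of bmo-miR-10* was 27687 against the paper's 13991. For bmo-miR-305 the total was 16252 against the paper's 6210. The total of bmo-miR-305* was 3816 against the paper's 1034. For bmo-miR-34 the total was 7418 against the paper's 1055. The total of bmo-miR-34* was 2905 against the paper's 1394. For bmo-miR-33 the total was 4126 against the paper's 242. The total of bmo-miR-2778b* was 430 against the paper's 126. For bmo-miR-281 the total was 4749 against the paper's 9. With exact matching alone, the totals of bmo-miR-281*, bmo-miR-100, bmo-miR-279c, bmo-miR-8*, bmo-miR-34*, bmo-miR-33 and bmo-miR-2778b* no longer differed enough to be counted. Exact and anchored matching both had this effect for bmo-miR-279b and bmo-miR-10*, and anchored matching alone for bmo-miR-305* and bmo-miR-281. Neither closed the gap for bmo-let-7, bmo-miR-305 and bmo-miR-34.

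The paper states that bmo-miR-263a has far more reads than other miRNAs in every library. It had the most reads in 5 of the 10 libraries here, in 7 with matching anchored at the 5′ end and in 2 with exact matching, both set before the files arrived, and in 2 with all deposited tags and an overlap of at least 16 nt, chosen after seeing the data. The paper also lists bmo-miR-305, bmo-miR-33 and bmo-miR-34 as less abundant than their miRNA*. The mean log2 ratios of miRNA to miRNA* here were 2.05, 1.88 and 0.45. With exact matching, an alternative set before the files arrived, they were -0.63, -2.54 and -1.62, the direction that the paper states. Only bmo-miR-33 then differed detectably from 0 (exact sign-flip permutation test, adjusted p = 0.0039, against 0.652 for bmo-miR-305 and 0.120 for bmo-miR-34). Summed over the libraries, exact matching gave 808 reads of bmo-miR-305 against 66 of its miRNA*, the opposite direction. The paper's own totals, 6210 against 1034, have that opposite direction too. In the main setting, bmo-miR-34 had the direction that the paper states in the 4 Stage 1 libraries, with a mean of -2.67. The 4 Stage 2 libraries had the opposite one, with a mean of 1.19. For bmo-miR-10, also on that list, the miRNA was the more abundant arm in R1 and J1, at log2 ratios of 2.43 and 2.94. The paper describes the libraries as very similar, and Spearman's correlation across known miRNAs between a stage library and R1 or J1 was 0.55 to 0.62. The paper's statement rests on its Table S1, whose Rfam counts gave 0.65 to 0.75 for the same pairs and a median of 0.80 over all pairs. Some miRNAs with an earlier count for the posterior gland are marked as absent from the study in Table S8, and 44 of the 51 marked so had reads here. The paper's text counts 37 such miRNAs, and which of the 51 these are was not resolved.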

Other observations

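Between Stage 2 and Stage 1, 7 known miRNAs had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Of the 35 splits of the 8 libraries into 4 and 4, only 1, the real one, gave as many. A difference in library size between the stages was not detectable (exact permutation test, p = 0.828571), nor was one in the share of 16 to 17 nt reads (exact permutation test, p = 1.0). These 2 predictions were written after the totals and shares of the libraries had been seen. A few miRNAs taking most of the counts were tested by leaving out the 3 known miRNAs with the most reads, and 8 miRNAs then passed. A difference between the stages may therefore exist as a hypothesis, but which miRNAs passed the threshold depended on the normalization and on single libraries. The direction of each of the 10 named miRNAs did not change in any alternative that tested it. These miRNAs were chosen from the same data for a shared direction in all strains, so this outcome was largely set by the choice. The adjusted p of bmo-miR-281* was 8.638e-05 with the strain as a replicate block (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its standard error rose from 0.22 to 0.29 with the block, so this smaller p does not show a smaller spread. Without the block, its adjusted p stayed under 0.05 in 6 of the 8 fits that each left out 1 library (the same edgeR test). Without a filter on low counts it was 0.146 from the same edgeR test, at a log2 fold change of -1.28.

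In the 8 stage libraries, known miRNAs ended earlier at the 3′ end than in R1 and J1. Examples of this had been seen before the predictions were written, and only the summary over miRNAs was unseen. Of 82 miRNAs with at least 100 reads in both sets of libraries, 42 ended at least 0.5 nt earlier on average and 7 ended later, counting only tags of 18 nt or more. Every prediction here was written before this summary. General RNA degradation would also move the 5′ ends, and 1 miRNA started later by 0.5 nt or more. Since only tags with 5′ ends within 2 nt of the listed end were matched, this number cannot exclude degradation. If the minimum tag length of 18 nt in R1 and J1 were the reason, most of these miRNAs would be lost without the shorter tags, but the number went only from 52 of 83 with tags from 16 nt to 42 of 82. The 2 sets differ in strain, sampled period and processing, so that the pattern cannot be told apart from degradation or a batch difference, and no biological explanation was tested.

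Tags specific to 1 of the parents Q and B were placed between the parents in the crosses, from 0 (as in Q) to 1 (as in B), with counts divided by the reads of the same length class. The idea came from example tags already seen, and the predictions were written before the summary over tags. Tags are not independent replicates. For 723 tags of 26 to 30 nt, BQ lay closer to B than QB did, by 0.31 in Stage 1 and by 0.236904 in Stage 2 (permutation tests, p = 1e-05 in each, the smallest p that 100000 resamples can give). Divided by all reads of 18 to 30 nt instead, a comparison chosen after seeing the data, the differences were 0.37 and 0.26. This does not settle whether a library with few reads of 26 to 30 nt made the difference. A library that lost such tags would look like Q for tags specific to B and like B for tags specific to Q, and in QB at Stage 2, with 3.9% of its reads at 26 to 30 nt, the medians were 0.0 and 0.91. The same was seen for 74 tags of 20 to 24 nt, by 0.351347 in Stage 1 and 0.25 in Stage 2, so the pattern is not limited to the longer class. A mislabelled or mixed hybrid library would give such a difference in both classes, but would place QB near 0 and BQ near 1, and the medians for 20 to 24 nt in Stage 1 were 0.31 and 0.90. Neither outcome written down for mislabelled libraries held in full, so inheritance through the first-named parent may be involved but cannot be told apart from mislabelled or mixed libraries or from a loss of these tags. For tags specific to Q in Stage 2, the difference was only 0.07.

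Of the 377 candidates of Table S3 without a matching tag, 38 had a tag in the precursor overlapping them by 10 nt or more, 39 had a tag elsewhere in the precursor only, and 77 had a tag on the opposite strand. None of the 3 numbers is a majority, and 273 had no tag in the precursor on either strand. These predictions were written before the counts. Shifted ends, reads elsewhere in the hairpin and reads of the opposite strand thus leave most of the candidates without tags unexplained, and no biological explanation was tested.

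The share of bmo-miR-263a in R1 and J1, 64.3% and 60.5%, was above every stage library, the highest of which had 27.7%. If R1 and J1 were mixtures of the 2 stages as found in Q, B, QB and BQ, their shares would lie within the range of the stage libraries. This prediction was written after the shares were seen. Strain and processing differ along with the sampled period, and the pattern cannot be told apart from a batch difference.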
